# Senescence induction dictates response to chemo- and immunotherapy in preclinical models of ovarian cancer

**DOI:** 10.1073/pnas.2117754119

**Published:** 2022-01-26

**Authors:** Stella V. Paffenholz, Camilla Salvagno, Yu-Jui Ho, Matthew Limjoco, Timour Baslan, Sha Tian, Amanda Kulick, Elisa de Stanchina, John E. Wilkinson, Francisco M. Barriga, Dmitriy Zamarin, Juan R. Cubillos-Ruiz, Josef Leibold, Scott W. Lowe

**Keywords:** mouse models, ovarian cancer, cancer immunotherapy, senescence

## Abstract

High-grade serous ovarian carcinoma (HGSOC) is a cancer with dismal prognosis due to the limited effectiveness of existing chemo- and immunotherapies. To elucidate mechanisms mediating sensitivity or resistance to these therapies, we developed a fast and flexible autochthonous mouse model based on somatic introduction of HGSOC-associated genetic alterations into the ovary of immunocompetent mice using tissue electroporation. Tumors arising in these mice recapitulate the metastatic patterns and histological, molecular, and treatment response features of the human disease. By leveraging these models, we show that the ability to undergo senescence underlies the clinically observed increase in sensitivity of homologous recombination (HR)–deficient HGSOC tumors to platinum-based chemotherapy. Further, cGas/STING-mediated activation of a restricted senescence-associated secretory phenotype (SASP) was sufficient to induce immune infiltration and sensitize HR-deficient tumors to immune checkpoint blockade. In sum, our study identifies senescence propensity as a predictor of therapy response and defines a limited SASP profile that appears sufficient to confer added vulnerability to concurrent immunotherapy and, more broadly, provides a blueprint for the implementation of electroporation-based mouse models to reveal mechanisms of oncogenesis and therapy response in HGSOC.

## Significance

Efforts to understand and find new treatment options for high-grade serous ovarian cancer (HGSOC) have been confounded by a paucity of immune-competent models that accurately reflect the genetics and biology of the disease. Here, we leverage somatic tissue engineering to develop a fast and flexible immune-competent mouse model of HGSOC and reveal mechanistic insights into factors that dictate the response of ovarian tumors to conventional chemotherapy and immune checkpoint blockade. Our results identify a genotype-dependent therapy-induced senescence program that mediates sensitivity and resistance to first line chemotherapy and point to strategies to harness the senescence program to sensitize ovarian tumors to immune checkpoint blockade.

Over 70% of women diagnosed with high-grade serous ovarian carcinoma (HGSOC) succumb to their disease, making it the deadliest gynecological cancer (1). The standard of care for most patients consists of surgical debulking and platinum/taxane-based chemotherapy, though responses are typically transient, and resistance invariably emerges. Despite recent advances in targeted therapies such as poly (adenosine diphosphate [ADP]-ribose) polymerase (PARP) inhibitors and antiangiogenic therapies, survival has only marginally improved in the past 30 y (1). Moreover, immune checkpoint blockade (ICB), which has revolutionized the treatment of several cancer types (2–4), shows only modest results in HGSOC (5–7). Yet, little is known about molecular mechanisms that dictate response or resistance to any of these modalities.

HGSOC can be divided into specific subtypes that exhibit distinct clinical behaviors (8). The disease is characterized by an almost universal appearance of *TP53* mutations and an unusually high rate of copy number alterations (CNAs) (9) that target a range of known oncogenic events such as gains of the oncogene *MYC*. Moreover, tumors also harbor inactivating mutations in genes important for homologous recombination (HR) DNA repair, most commonly in *BRCA1* and *BRCA2* (9), which display an even greater degree of genomic rearrangements than HR-proficient tumors (10). HR deficiency sensitizes ovarian tumors to platinum-based therapies and PARP inhibitors (11) and, in other cancers, appears to sensitize tumors to immune-modulating agents, but it is unclear to what extent this process plays a role in HGSOC (12, 13). Clearly, a better understanding of the biological and molecular mechanisms responsible for genotype-response patterns would enable existing therapies to be used more effectively and facilitate development of novel strategies to overcome resistance.

Relating clinical observations to mechanisms requires the availability of accurate model systems. However, until recently, models that faithfully recapitulate the heterogeneity of human HGSOC have been limited. Genetically engineered mouse models (GEMMs), which are generated by intercrossing a series of tissue-specific and/or conditional alleles and result in production of autochthonous tumors, have helped elucidate the consequences of cancer-associated mutations on HGSOC tumorigenesis (14). While such autochthonous models are powerful, they are time consuming, expensive, and the specific requirement for female mice leads to substantial animal waste. Consequently, it is impractical to develop animal cohorts of sufficient size and genotypic diversity for rapid and rigorous mechanistic and preclinical studies. Recently, both patient and murine HGSOC organoid models covering a range of genomic configurations have been developed, which enable perturbations in vitro or following orthotopic transplantation in vivo (15–19). However, these systems also have limitations: the human models cannot be studied in the presence of the intact immune system and the murine models that employ in vitro transformed cells do not undergo immunoediting and lack other microenvironmental factors that shape tumor development in vivo (20, 21).

Considering the need for more accurate and facile autochthonous models, we combined CRISPR genome engineering approaches with transposon/transposase-based systems and in vivo organ electroporation (EPO-GEMM) to model HGSOC in mice. The EPO-GEMM approach allows the study of autochthonous tumors in an immune-competent background while overcoming the logistical disadvantages of traditional GEMMs. Using this approach, we developed genetically and histopathologically accurate models of HGSOC and use them to gain mechanistic insights into genotype-dependent therapy responses to chemo- and immunotherapies.

## Results

### Somatic Introduction of Oncogenic Lesions Generates High-Grade Serous Ovarian Carcinoma.

To develop murine genotypically diverse models of HGSOC, we optimized methods to introduce genetic elements into the ovary by direct tissue electroporation. Briefly, the ovary is surgically exposed and injected with plasmid DNA encoding CRISPR-Cas9 constructs and/or a transposon vector and a Sleeping Beauty transposase, followed by electroporation of the surrounding ovarian and fallopian tube tissue (Fig. 1*A*). Since more than 95% of HGSOC patients harbor tumors with mutations in the *TP53* tumor suppressor gene (9), all genotypic configurations included vectors coexpressing Cas9 and a single-guide RNA (sgRNA) targeting *Trp53* that was previously validated in vivo (22). In addition, various combinations of oncogene-expressing transposon vectors or sgRNAs targeting additional tumor suppressor genes that co-occur in human patients were included (Fig. 1*B*). Following electroporation, mice were monitored for tumor onset and progression by ultrasound imaging and abdominal palpation. To determine the extent to which our model recapitulates human HGSOC, murine tumor material was analyzed histologically for clinically relevant HGSOC biomarkers and molecularly for CRISPR-Cas9–engineered somatic mutations, acquired CNAs, and transcriptional profiles.

**Fig. 1.**
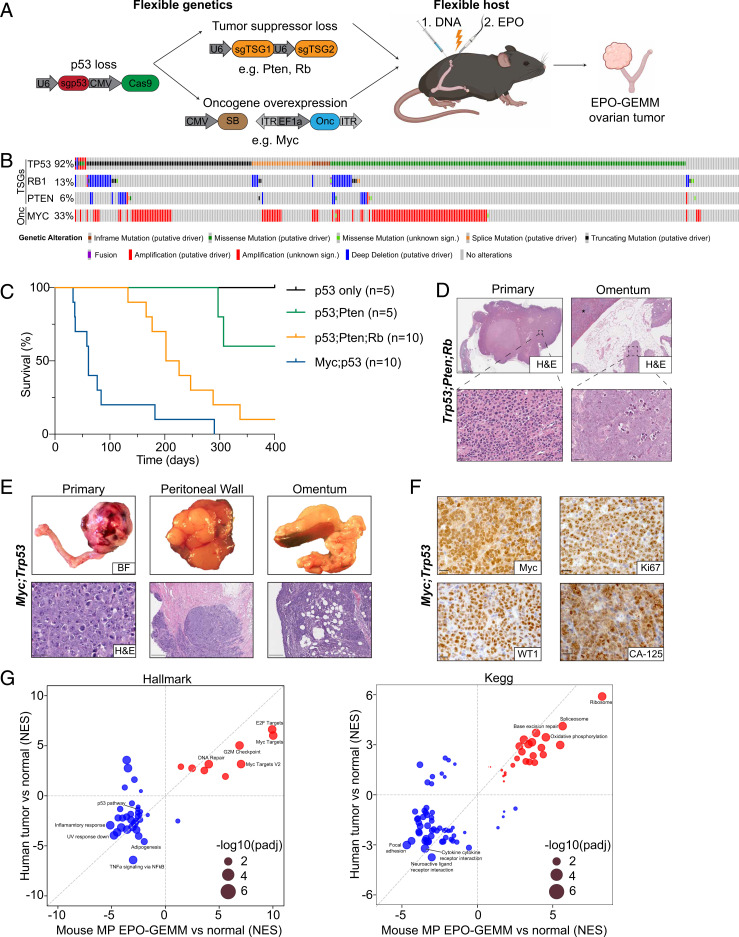
Somatic introduction of oncogenic lesions generates high-grade serous ovarian carcinoma. (*A*) Schematic of the EPO-GEMM approach to generate ovarian cancer. A CRISPR-Cas9 vector targeting *Trp53* is codelivered with additional sgRNAs targeting tumor suppressor genes (TSGs) or an oncogene (Onc) containing transposon vector in combination with a Sleeping Beauty (SB) transposase into the ovary and fallopian tube by direct in vivo electroporation. (*B*) Oncoprint displaying the genomic status of *TP53*, *RB1*, *PTEN*, and *MYC* in HGSOC (The Cancer Genome Atlas [TCGA], Pan-cancer dataset). (*C*) Kaplan–Meier survival curve of C57BL/6 mice electroporated with the indicated combinations of plasmids. (*D*) Representative hematoxylin and eosin (H&E) staining of a Trp53;Pten;Rb EPO-GEMM primary tumor (*Left*) and omentum with a micrometastasis (*Right*). (Scale bar, 5 mm [*Top Left*], 200 µm [*Top Right*], 50 µm [*Bottom Left*], 25 µm [*Bottom Right*].) The spleen is labeled with an asterisk. (*E*) Macroscopic bright-field (BF) images (*Top*) and H&E sections (*Bottom*) of genital tracts, peritoneum, and omentum of a mouse bearing a MP EPO-GEMM tumor. (Scale bar, 50 µm [*Bottom Left*], 500 µm [*Bottom Middle* and *Right*].) (*F*) Representative immunohistochemical staining of a MP EPO-GEMM ovarian tumor for MYC, the proliferation marker Ki67, and the HGSOC markers Wilms Tumor 1 (WT1) and Cancer Antigen 125 (CA-125) in representative sections. (Scale bar, 20 µm.) (*G*) Correlation of gene set enrichment analysis normalized enrichment scores (NES) derived from RNA-seq data for Hallmark (*Left*) or KEGG (*Right*) pathways enriched in human ovarian cancer samples (*y* axis) and murine EPO-GEMM ovarian cancer (*x* axis) compared to normal tissue. Highlighted are key pathways; circle size represents the adjusted *P* value.

Disruption of *Trp53* alone did not produce tumors over the time course of these experiments. Focal tumors arose following electroporation of sgRNAs targeting *Trp53* and *Pten*, or *Trp53*, *Pten*, and *Rb1* with 40% and 90% penetrance, respectively, with the latter configuration displaying a median survival of 214 d. Traditional GEMMs with analogous genetic configurations develop tumors with similar penetrance and latency (23–26). Since *MYC* gain or amplification often co-occurs with *TP53* mutations in human HGSOC and can be oncogenic in transplantation models (27, 28), we also combined *Trp53* sgRNAs together with a transposon vector overexpressing *MYC*. The combination of *MYC* overexpression with CRISPR-Cas9–induced loss of *Trp53* was particularly potent to produce tumors in 100% of the recipients and vastly accelerate the disease (Fig. 1*C*, median survival 61 d).

Most mice developed metastatic disease to the omentum and peritoneum, which are the most common sites of metastatic spread in patients (29). While tumors arising through the disruption of tumor suppressors only generated micrometastatic nodules in the omentum (Fig. 1*D*), the addition of *MYC* resulted in macrometastatic disease and ascites formation (Fig. 1*E*). As occurs in human HGSOC tumors (30), EPO-GEMM tumors exhibited a solid architecture with some glandular areas, necrosis in solid areas, large hyperchromatic nuclei, and abundant, often atypical, mitotic figures (Fig. 1 *D* and *E*). Histologically, we never observed sarcomas or lymphomas arising in electroporated animals and, accordingly, all tumors analyzed expressed molecular hallmarks of human HGSOC, including Cytokeratin-7 (CK7), Wilms Tumor 1 (WT1), Cancer Antigen 125 (CA-125), Paired box 8 (Pax-8), and high Ki67 (Fig. 1*F* and *SI Appendix*, Fig. S1*A*). These markers were retained in metastases (*SI Appendix*, Fig. S1*B*), with the exception of CK7 whose reduced expression at metastatic sites correlates with poor prognosis in patients (31). As expected, *MYC*-driven tumors showed high levels of MYC protein expression (Fig. 1*F*).

At the molecular level, Sanger sequencing analysis of the resulting tumors at terminal stage confirmed the presence of insertion and deletion mutations (indels) at the *Trp53*, *Pten*, and *Rb1* loci, consistent with their disruption through CRISPR-Cas9 (*SI Appendix*, Fig. S1*C*). Deep sequencing of the CRISPR-Cas9–induced *Trp53* scar revealed that tumors were oligoclonal and that the dominant clones were shared between ovarian tumors and paired omentum metastases, confirming that the disseminated cells arose from the primary tumor site (*SI Appendix*, Fig. S1*D*). Analysis of CNAs using sparse whole-genome sequencing (32) of primary EPO-GEMM tumors revealed widespread aneuploidies as occurs in human disease (33). Recurrent changes included loss of mouse chromosomes 10 and 12 and gains of chromosomes 1 and 2. As occurs in a traditional GEMM with *Brca1;Trp53;Rb1;Nf1* genotype (23), some tumors generated by tumor suppressor gene inactivation without *MYC* overexpression showed gain or amplification of the *Myc* locus on mouse chromosome 15 (*SI Appendix*, Fig. S1*E*) together with MYC protein expression (*SI Appendix*, Fig. S1*F*). These data underscore the importance of *MYC* in driving HGSOC and support the rationale for using *MYC* as a driver in our EPO-GEMM platform.

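RNA-seq libraries were made from bulk tissue of 10 MP EPO-GEMM tumors and of 3 ovaries of untreated wild-type (WT) C57BL/6 mice. The tumors arose after the ovary was electroporated with a vector expressing Cas9 and an sgRNA targeting Trp53, together with a transposon vector overexpressing MYC. Mice were 8 to 12 wk old at electroporation. The sample labels describe polyA-selected libraries, read from 1 end at a length of 76 bp. Sequencing batches were taken from the labels: batch 1 held the 3 WT ovaries and MP tumors 1, 2 and 3, batch 2 held MP tumors 4, 5 and 6, and batch 3 held MP tumors 7, 8, 9 and 10. No WT ovary was sequenced in batches 2 and 3, so batch and condition can be told apart within batch 1 alone. The authors deposited TPM values (transcript abundances that sum to 1000000 in each library) of 53465 genes in these 13 libraries. The labels name a human genome build (hg19), HTSeq counting and RPKM, whereas the table gives TPM with mouse Ensembl identifiers. Of its genes, 96.4% have the start and end of mouse GENCODE release 21 of GRCm38 and 95.6% have the length of that release's merged exons. In each library, TPM multiplied by gene length was a whole multiple of 1 step for 100% of the values above 0, so reads per gene were worked back from the table, taking the step as 1 read. They came to between 31445004 and 64013840 reads per WT ovary (median 50522020) and between 3892690 and 19906507 reads per MP tumor (median 8543975), and each WT ovary was sequenced more deeply than any MP tumor. The labels give 10000000 reads per library, and the values here use the reads worked back from the table. One read in a gene of 1 kb was worth between 0.0513 TPM in WT ovary 3 and 0.790 TPM in MP tumor 5. Genes with a TPM of at least 1 in at least 3 libraries were tested with limma on log2(TPM + 1), and a fold change on this scale understates the change of genes with low TPM. The human ovarian cancer data drawn on the other axis of Fig. 1G were not analysed here.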

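Trp53 (ENSMUSG00000059552), the gene targeted by the sgRNA, lies on mouse chromosome 11 from 69580359 to 69591873 (GRCm38). Its RNA was at 83.7 ± 2.61 TPM (SD, n = 3) in WT ovaries and 32.0 ± 54.9 TPM (SD, n = 10) in MP tumors, a log2 fold change of -2.23 (standard error 0.77, adjusted P = 0.0579 from limma with Benjamini-Hochberg adjustment). MP tumors 1 to 9 had between 4.30 and 26.0 TPM, below every WT ovary, and the library labelled MP tumor 10 had 187 TPM, above every WT ovary. Within batch 1, the log2 fold change was -3.41 (limma adjusted P = 0.000181, 3 tumors against 3 ovaries). RNA of the mouse Myc gene (chromosome 15, from 61985391 to 61990374) was at 127 ± 1.96 TPM (SD, n = 3) in WT ovaries and 150.6 ± 145 TPM (SD, n = 10) in MP tumors, and the difference was smaller than the spread between tumors (log2 fold change -0.67, limma adjusted P = 0.654). Within batch 1 it was lower, with a log2 fold change of -3.09 (limma adjusted P = 0.000641), where the median over all tested genes was -1.19. Of the 17277 genes tested, 433 were higher and 2463 were lower in MP tumors at an adjusted P value under 0.05, so that 15.0% of the differing genes were higher. The median log2 fold change over all tested genes was -0.58, and fold changes of single genes stand on top of this shift. Median-of-ratios scaling moved the median to -0.21 and gave 1077 higher and 2381 lower genes, and the comparison within batch 1 gave 1112 higher and 9902 lower genes. The excess of lower genes depends on the scaling. Quantile normalization gave 1904 higher and 2091 lower genes. Of the settings added after seeing the values, limma-voom on the recovered reads gave 2712 higher and 3058 lower. Removing each library's trend with gene length gave 1925 higher and 1708 lower. The 5 largest increases among genes without overlap between tumors and ovaries were in Cdkn2a, Ckm, Sohlh1, Camkv and Sncb. Cdkn2a (chromosome 4, from 89274471 to 89294653) rose from 3.38 ± 0.713 TPM (SD, n = 3) in WT ovaries to 473 ± 262 TPM (SD, n = 10) in MP tumors (log2 fold change 6.55, standard error 0.50, limma adjusted P = 2.71e-07). The 5 largest decreases were in Cyp11a1, Akr1c18, Hsd3b1, Sfrp4 and Ephx2. Cyp11a1 (chromosome 9, from 58006411 to 58027023) fell from 6661 ± 258 TPM (SD, n = 3) to 28.9 ± 68.0 TPM (SD, n = 10), with a log2 fold change of -9.61 (standard error 1.09, limma adjusted P = 1.80e-05).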

Analysis of RNA-sequencing (RNA-seq) data derived from tumors demonstrated that the *MYC;Trp53* (MP) EPO-GEMM system faithfully recapitulates the transcriptional states characteristic of human disease (Fig. 1*G*). When compared to normal tissue, the top up-regulated pathways in both the Hallmark and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases were related to proliferation (Hallmark: E2F targets, MYC targets, and G2M checkpoint; KEGG: ribosome, spliceosome, and oxidative phosphorylation) and DNA repair (Hallmark: DNA repair; KEGG: base excision repair) and the top down-regulated pathways were related to an active immune response (Hallmark: TNFa signaling via NF-κB and inflammatory response; KEGG: neuroactive ligand receptor interaction and cytokine receptor interaction). 

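The pathways were tested with gene lists written by hand to stand for 17 Hallmark and KEGG pathways drawn in Fig. 1G, because the database files were not used here. Genes were ranked by limma's moderated statistic, and fgsea gave normalized enrichment scores (NES) whose adjusted P values treat genes as independent. Among the proliferation sets, the NES was 4.65 for E2F targets (138 genes tested), 4.32 for MYC targets, 4.06 for MYC targets V2 (55 genes), 3.62 for G2M checkpoint (137 genes), 5.06 for ribosome (83 genes), 3.03 for spliceosome (115 genes) and 2.18 for oxidative phosphorylation (97 genes). The NES was 2.03 for DNA repair (140 genes) and 2.52 for base excision repair (33 genes). It was -1.45 for TNFa signaling via NF-κB (165 genes), -1.53 for inflammatory response (156 genes), -1.85 for neuroactive ligand receptor interaction (86 genes) and -1.58 for cytokine receptor interaction (153 genes). UV response down (-1.62), adipogenesis (-1.35) and focal adhesion (-1.61), drawn in the figure as well, also had a negative NES. Adjusted fgsea P values ranged from 3.86e-55 for ribosome to 0.00808 for adipogenesis over these 16 sets. With libraries as the replicates, the mean z-scored expression of each set was compared between the 3 WT ovaries and the 10 MP tumors by an exact permutation test over all ways to choose 3 of 13 libraries (2-sided, smallest possible P = 0.0035). The ribosome set was 1.48 higher in MP tumors (-1.14 ± 0.200, SD, n = 3 in WT ovaries and 0.342 ± 0.567, SD, n = 10 in MP tumors), at the smallest P the exact permutation test can give (P = 0.0035). E2F targets were 1.01 higher (exact permutation P = 0.0280) and MYC targets 0.842 higher (exact permutation P = 0.0524). The SD between MP tumors was larger than the difference for G2M checkpoint (0.569, exact permutation P = 0.210), DNA repair (0.0465, exact permutation P = 0.878), base excision repair (0.452, exact permutation P = 0.294), spliceosome (0.322, exact permutation P = 0.462) and oxidative phosphorylation (0.195, exact permutation P = 0.629). The scores of TNFa signaling via NF-κB (-0.876, exact permutation P = 0.0280), inflammatory response (-0.968, P = 0.0210), neuroactive ligand receptor interaction (-1.04, P = 0.00699) and cytokine receptor interaction (-0.833, P = 0.0280) were lower. Of the 17 scores, 10 had an unadjusted P value under 0.05 and 0 passed Benjamini-Hochberg adjustment over the 17 sets, with a smallest adjusted P of 0.0594.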

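Within batch 1, with 3 tumors and 3 ovaries, the smallest possible 2-sided P of the exact test on set scores is 0.1. There the score difference was 1.86 for ribosome (exact permutation P = 0.1) and 0.562 for E2F targets (exact permutation P = 0.3), and it changed sign for G2M checkpoint (-0.142), DNA repair (-0.362), spliceosome (-0.265) and base excision repair (-0.167). These changes of sign rest on MP tumor 2, with scores of -1.25, -1.39, -1.52 and -1.45, a library in which 10 genes took 55.1% of the TPM. In the same sets MP tumor 1 was above every WT ovary. MP tumor 3 was above the WT mean in each, within the range of the WT ovaries. Batch 1 score differences were -1.52 for TNFa signaling via NF-κB, -1.62 for inflammatory response, -1.60 for neuroactive ligand receptor interaction and -1.34 for cytokine receptor interaction, each with an exact permutation P of 0.1. The median log2 fold change of all tested genes was -1.19 there, so these scores hold the fall of all genes. The NES sets the genes of a list against all other genes, weighted by their moderated statistics, which hold the fall of all genes as well. Within batch 1 the NES was -1.14 for TNFa signaling via NF-κB (fgsea adjusted P = 0.126), not past 0.05. It was -1.26 for inflammatory response, -1.34 for neuroactive ligand receptor interaction and -1.28 for cytokine receptor interaction (fgsea adjusted P = 0.0106 for each). With median-of-ratios scaling the scores of all sets but oxidative phosphorylation passed the adjusted threshold, among them G2M checkpoint with a difference of 1.03 (exact permutation, adjusted P = 0.0119). Cks1b, Gins2 and Tk1 had the largest moderated statistics of the E2F targets. Cks1b (chromosome 3, from 89415472 to 89418383) rose from 110 ± 28.3 TPM (SD, n = 3) to 485 ± 189 TPM (SD, n = 10), with a log2 fold change of 2.05 (standard error 0.39, limma adjusted P = 0.00201). In the ribosome set, Rpl36 (chromosome 17, from 56613395 to 56614243), a gene for which the annotation also holds processed pseudogenes, rose from 1162 ± 108 TPM (SD, n = 3) to 4783 ± 1842 TPM (SD, n = 10) (log2 fold change 1.94, standard error 0.35, limma adjusted P = 0.00145). Among the lower immune sets, Inhba (chromosome 13, from 16011851 to 16031621) fell from 176 ± 96.96 TPM (SD, n = 3) to 0.557 ± 0.840 TPM (SD, n = 10) (log2 fold change -6.83, standard error 0.46, limma adjusted P = 6.70e-08), and Cxcr6 (chromosome 9, from 123806475 to 123811760) fell from 6.67 ± 1.77 TPM (SD, n = 3) to 0.363 ± 0.310 TPM (SD, n = 10) (log2 fold change -2.50, standard error 0.28, limma adjusted P = 1.44e-05). The control is whole ovary. Mean z-scored expression of granulosa cell markers was 1.67 lower in the tumors, and that of T cell markers 1.17 lower (exact permutation P = 0.0035 for each). Bulk RNA therefore does not show whether these genes fell through a lower immune response or through the loss of ovarian cells.

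**Figure D1:**
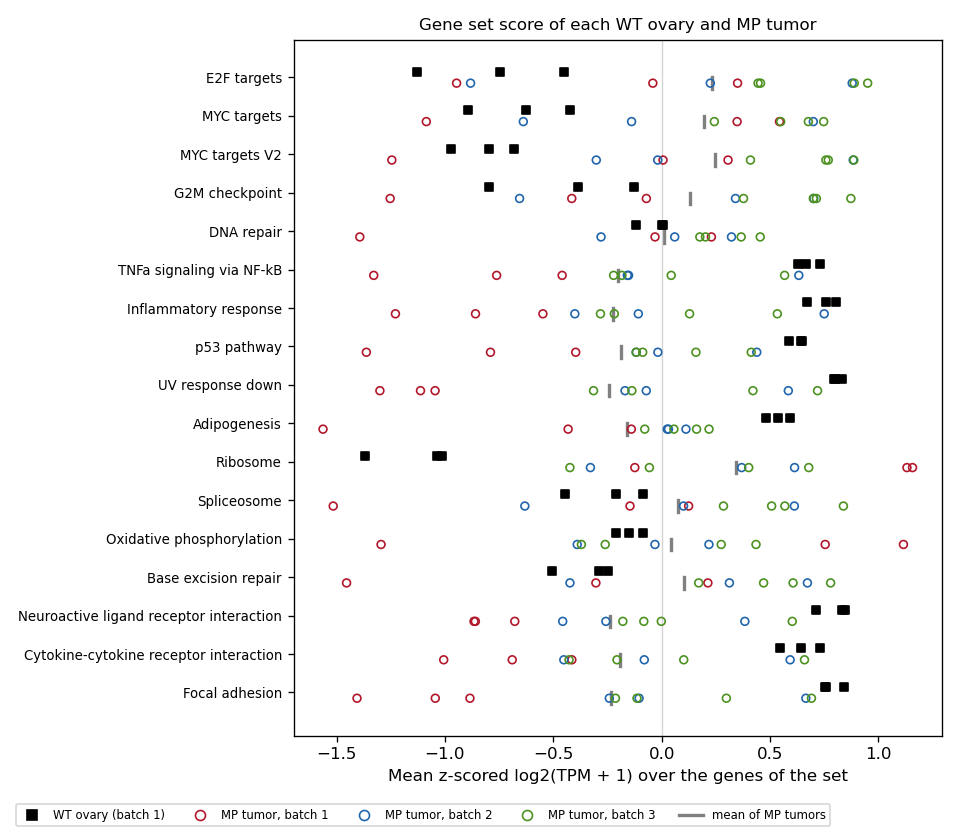
Score of each of the 17 gene sets (rows) in each library, as the mean over the set's genes of z-scored log2(TPM + 1) (horizontal axis). Black squares are the 3 WT ovaries, open circles the 10 MP tumors colored by sequencing batch, and grey bars the mean of the MP tumors. For the ribosome set all 10 MP tumors lie above the WT mean of -1.14, whereas for the G2M checkpoint set 8 of 10 do, with batch 1 tumors on both sides.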

In line with the almost ubiquitous *TP53* inactivation in HGSOC, the p53 pathway was among the top down-regulated pathways in the Hallmark gene sets. These results validate the EPO-GEMM approach as a flexible platform to model HGSOC tumors of varying genotypes that resemble the metastatic, histological, genomic, and transcriptomic properties of the human disease.

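The p53 pathway list held 172 tested genes. Its NES was -1.28 (fgsea adjusted P = 0.0349), the weakest of the 8 negative scores among the pathways drawn in Fig. 1G that were run. The mean z-scored expression of the list was 0.627 ± 0.0341 (SD, n = 3) in WT ovaries and -0.188 ± 0.549 (SD, n = 10) in MP tumors, a difference of -0.815, and all 10 tumors were below the WT mean (exact permutation P = 0.0245; adjusted P = 0.0594 over the 17 sets). Within batch 1 the difference was -1.48 (exact permutation P = 0.1, the smallest 3 tumors against 3 ovaries allow), and the NES was -1.02 (fgsea adjusted P = 0.485). In single genes, 83.7% of the 172 had a negative log2 fold change, against 69.9% of all tested genes. Of the list, 36 genes were lower and 5 were higher at a limma adjusted P value under 0.05. Gadd45a (chromosome 6, from 67035096 to 67037457) fell from 139 ± 62.6 TPM (SD, n = 3) to 10.6 ± 9.08 TPM (SD, n = 10), with a log2 fold change of -3.82 (standard error 0.59, limma adjusted P = 0.000358). Cdkn2b (chromosome 4, from 89306289 to 89311032) fell from 131.7 ± 75.7 TPM (SD, n = 3) to 7.28 ± 5.83 TPM (SD, n = 10), with a log2 fold change of -4.20 (standard error 0.65, limma adjusted P = 0.000382). Tgfa (chromosome 6, from 86195223 to 86275719) fell from 41.8 ± 3.28 TPM (SD, n = 3) to 2.26 ± 4.57 TPM (SD, n = 10), with a log2 fold change of -4.43 (standard error 0.73, limma adjusted P = 0.000638). A list of 40 direct p53 targets, written before the values were read, differed by -0.865 in the same score (exact permutation P = 0.0245), and 31 of its genes (77.5%) had a negative log2 fold change, against 69.9% of all tested genes. Its median log2 fold change of -0.98 lay at percentile 9.95 of 10000 random lists matched on expression, and so not below the 5th percentile.

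**Figure D2:**
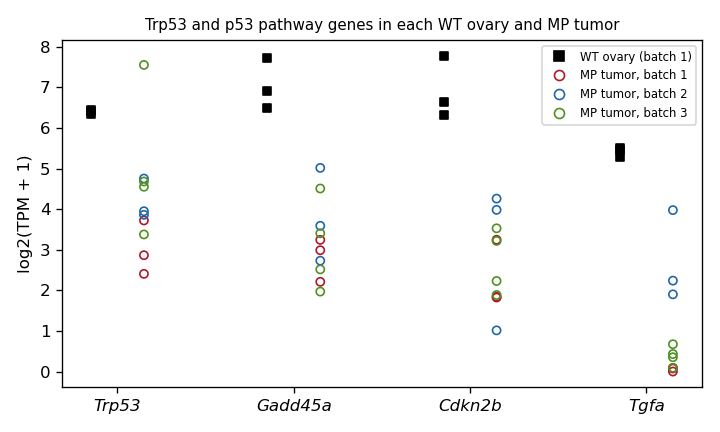
log2(TPM + 1) (vertical axis) of Trp53 and of Gadd45a, Cdkn2b and Tgfa, the 3 p53 pathway genes with the largest moderated statistics, in each of 3 WT ovaries (black squares) and 10 MP tumors (open circles, colored by sequencing batch). All 10 tumors lie below the ovaries for Gadd45a, Cdkn2b and Tgfa, and 9 of 10 do for Trp53.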

The similarity of EPO-GEMM ovarian cancers to human HGSOC was striking, given that our electroporation method does not discriminate between cell types within the targeted tissue. To confirm that the tumors originated from epithelial cells, we harnessed the flexibility of the EPO-GEMM approach to directly mutagenize Cytokeratin-8 (CK8)-expressing epithelial cells, a cell type that can serve as a tumor-initiating cell in the absence of *Trp53* (34), and is also retained in traditional GEMMs arising in *Brca1;Trp53;Pten*-deficient mice (24). Double transgenic mice harboring a CRE-estrogen receptor fusion transgene (CreER) under the control of the CK8 promoter and a Lox-Stop-Lox (LSL) Cas9-IRES-GFP transgene were treated with tamoxifen and electroporated with vectors expressing a *MYC* transposon, a transposase, and a *Trp53* sgRNA. In this setting, only CK8-positive epithelial cells are capable of CRISPR-Cas9–mediated editing upon tamoxifen addition (*SI Appendix*, Fig. S1*G*). Tamoxifen treatment triggered expression of GFP in CK8-positive epithelial cells (*SI Appendix*, Fig. S1*H*) and led to the formation of GFP-positive ovarian tumors with similar histological and transcriptional features as observed in wild-type (WT) mice harboring tumors of the same genotype (*SI Appendix*, Fig. S1 *I*–*K*). These data confirm the epithelial origin of the EPO-GEMM tumors and imply that relevant epithelial populations in the ovary are most sensitive to the genetic alterations that co-occur in the human disease.

### HR-Deficient Tumors Have Unique Genomic, Immune, and Therapy Response Features.

More than one-third of ovarian cancer patients are classified as HR deficient (9). To model tumors arising in this important tumor subtype, we incorporated sgRNAs targeting *Brca1* into the MP combination described above using a vector that coexpresses *Trp53* and *Brca1* sgRNAs (*MYC;Trp53;Brca1*, MPB1) (*SI Appendix*, Fig. S2*A*). The resulting tumors displayed an onset and histology that was similar to those harboring *MYC* and *Trp53* alterations alone (*SI Appendix*, Fig. S2 *B* and *C*). Despite similar latencies, tumors produced with a plasmid mixture including the *Brca1* sgRNA invariably displayed indels at the *Brca1* sgRNA target site (*SI Appendix*, Fig. S2*D*), implying that *Brca1* inactivation produced a selective advantage during tumorigenesis. Accordingly, as is characteristic of HR-deficient cells (18), MPB1 tumor cells isolated from EPO-GEMM tumors showed reduced induction of Rad51-containing nuclear foci following irradiation compared to MP tumor cells with intact *Brca1* (Fig. 2*A*).

**Fig. 2.**
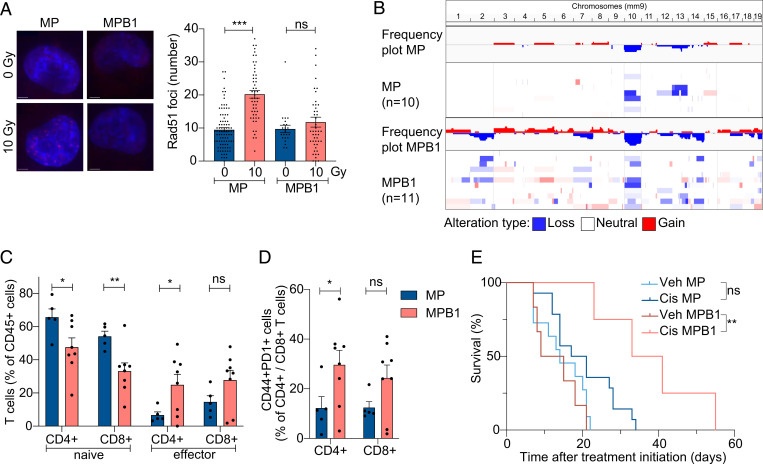
HR-deficient tumors have unique genomic, immune, and therapy response features. (*A*) Representative images showing IF staining of RAD51 (*Left*) and the quantification of the number of RAD51 foci per nuclei (*Right*). Cell nuclei were stained with DAPI (blue). (Scale bar, 5 µm.) (*B*) Frequency plot of CNA analysis of MP (*n* = 10) and MPB1 (*n* = 11) EPO-GEMM ovarian tumors. (*C* and *D*) Immune cell analysis by flow cytometric analysis of representative EPO-GEMM tumors of the indicated genotypes (*n* = 5 to 8 mice per group). (*E*) Kaplan–Meier survival curve of C57BL/6 mice electroporated with the indicated combinations of plasmids and treated with vehicle (veh) or cisplatin (cis). Treatment was initiated after tumors were palpable (*n* = 4 to 13 mice per group). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ns: not significant; mean ± SEM; analyses performed using unpaired *t* test (*A*, *C*, and *D*) and log-rank test (*E*).

Compared to HR-proficient tumors, HR-deficient human ovarian cancers acquire even more genomic rearrangements (10), display substantial T cell infiltration (35–37), and are more responsive to platinum-based chemotherapy (38, 39). Similarly, murine MPB1 ovarian EPO-GEMM tumors harbored more CNAs (Fig. 2*B*) and a greater proportion of CD4^+^ and CD8^+^ T cells expressing both activation and exhaustion markers relative to *Brca1*-proficient counterparts (Fig. 2 *C* and *D* and *SI Appendix*, Fig. S2*E*). Furthermore, mice harboring primary MPB1 tumors showed significantly improved survival following cisplatin therapy (Fig. 2*E*), a result that was recapitulated in mice following subcutaneous or intraperitoneal (i.p.) injection of primary EPO-GEMM tumor-derived cell lines (*SI Appendix*, Fig. S2 *F*–*H*). Therefore, MPB1 EPO-GEMM tumors recapitulate key biological and clinical features of human HR-deficient tumors.

### Cisplatin Treatment Preferentially Induces Tumor Cell Senescence and Alters Immune Infiltrates in HR-Deficient HGSOC.

As a first step toward assessing mechanisms leading to genotypic differences in intrinsic cisplatin sensitivity, we analyzed the biological responses to cisplatin treatment. Cultured cells established from MP and MPB1 tumors showed similar levels of growth inhibition and apoptosis induction following cisplatin treatment in vitro (*SI Appendix*, Fig. S3 *A* and *B*) and in vivo (*SI Appendix*, Fig. S3*C*). In contrast, *Brca1*-deficient cells showed a much greater proclivity for senescence, displaying an increase in senescence-associated β-galactosidase (SA-β-gal) activity and a decrease in colony-forming potential following cisplatin treatment compared to the *Brca1*-proficient MP counterparts (*SI Appendix*, Fig. S3 *D* and *E*). Similar results were observed in vivo, with MPB1-derived tumors showing more SA-β-gal activity as measured by the fluorogenic substrate C12RG (40), reduced phosphorylated Rb, and a concomitant decrease in Ki67 staining compared to MP controls after short-term cisplatin treatment (Fig. 3*A*). Apparently, *Brca1* mutations sensitize ovarian tumor cells to cisplatin-induced senescence.

**Fig. 3.**
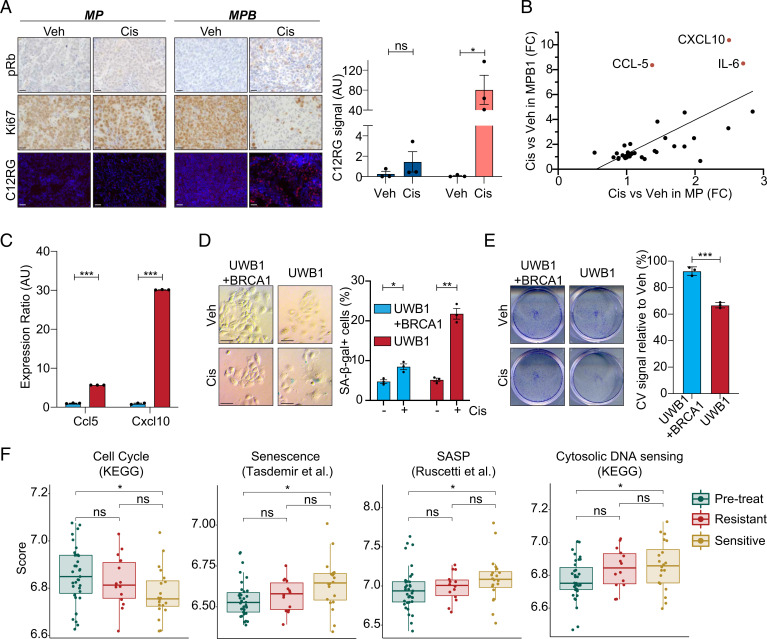
Cisplatin treatment preferentially induces tumor cell senescence and alters immune infiltrates in HR-deficient HGSOC. (*A*) Immunohistochemical staining of phospho-Rb (pRb) and Ki67 and staining of C12RG, a fluorogenic substrate for SA-β-gal activity, of subcutaneously transplanted tumors treated with vehicle or cisplatin. (Scale bar, 20 µm.) Quantification of SA-β-gal activity is shown on the *Right* (*n* = 3). (*B*) Cytokine expression in MP (*x* axis) or MPB1 (*y* axis) cell lines treated with cisplatin relative to vehicle (*n* = 2 independent cell lines per genotype). (*C*) RT-qPCR analysis of *Ccl5* and *Cxcl10* in cisplatin-treated *BRCA1*-proficient (UWB1 + BRCA1) or -deficient (UWB1) human ovarian cancer cells (*n* = 3 technical replicates). (*D*) SA-β-gal staining (*Left*) and quantification (*Right*) of either *BRCA1*-proficient (UWB1 + BRCA1) or -deficient (UWB1) human ovarian cancer cell lines after treatment with vehicle or 100 nM cisplatin for 6 d (*n* = 3). (Scale bar, 50 µm.) (*E*) Clonogenic crystal violet (CV) assay of human ovarian cancer cells replated in the absence of drugs after 6-d pretreatment as in *D* (*n* = 3). (*F*) Expression of senescence and SASP signatures in patient samples isolated pretreatment and after three cycles of chemotherapy during the Cambridge Translational Cancer Research Ovarian Study 01 (CTCR-OV01) clinical trial (49, 50) (GSE15622). Posttreatment samples are subdivided into resistant and sensitive cases. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ns: not significant; mean ± SEM; analyses performed using unpaired *t* test (*A* and *C*–*E*) and Wilcoxon signed-rank test (*F*).

Senescence is a potent tumor suppressive mechanism that involves a stable proliferative arrest coupled to a secretory program known as the senescence-associated secretory phenotype (SASP) (41). The SASP alters the tumor microenvironment (TME), where it can modulate extracellular matrix, tumor vasculature, and the functionality of immune cells (42, 43) that, in some instances, produces an inflammatory TME (44, 45). To examine SASP in our system, we performed cytokine array analysis on a series of cisplatin-treated MP and MPB1 cell lines. Out of the 44 factors assessed in this panel, *Ccl5*, *Cxcl10*, and *Il6* were the most significantly increased in the *Brca1*-deficient cells (Fig. 3*B*) and this correlated with increased mRNA expression in several MPB1 cell lines (*SI Appendix*, Fig. S3*F*) and in an isogenic setting in which *Brca1* was disrupted in MP tumor cells following in vitro establishment (*SI Appendix*, Fig. S3*G*). Taxol, another frontline chemotherapy used for HGSOC treatment, also induced a similar cytokine profile in MPB1 tumor cells (*SI Appendix*, Fig. S3*H*). Interestingly, the SASP profile detected in MPB1 cells following chemotherapy treatment was more restricted than has been observed in other contexts (44, 45), showing predominant secretion of immune modulatory cytokines and no endothelial cell regulatory factors. Accordingly, we did not detect obvious changes in tumor vasculature as assessed by CD31 immunofluorescence (IF) following cisplatin treatment (*SI Appendix*, Fig. S3*I*).

We also examined cisplatin responses in human cancer cells and patients. We analyzed the *BRCA1*-mutant UWB1.289 cell line along with its isogenic counterpart with forced expression of the *BRCA1* WT gene (46). Cisplatin treatment led to induction of *CCL-5* and *CXCL-10* in the *BRCA1*-mutant cells, which was dampened by forced expression of *BRCA1*-WT (Fig. 3*C*). The *BRCA1*-mutant cells showed a more pronounced senescence response, as evaluated by increased SA-β-gal activity and a decreased colony-forming potential following cisplatin treatment (Fig. 3 *D* and *E*). Additionally, a well-characterized *BRCA1*-deficient breast cancer cell line (47) was also more prone to cisplatin-induced senescence than a *BRCA1*-proficient counterpart (*SI Appendix*, Fig. S3 *J* and *K*). In patients, a retrospective analysis of RNA-seq data from matched pre- and posttreatment samples (48) showed an enrichment for gene signatures linked to senescence and SASP posttherapy (*SI Appendix*, Fig. S3*L*) with *CCL-5* and *IL-6* being among the most enriched genes in these signatures. Furthermore, in a dataset where outcomes were known (49, 50) (GSE15622), expression of senescence signatures was higher in the sensitive tumors (Fig. 3*F*). We also observed higher expression of transcripts linked to the cytosolic DNA-sensing pathway in sensitive tumors, which has previously been associated with senescence (51). While this dataset did not allow for classification of patients based on BRCA or HR status, it is consistent with the notion that senescence induction improves outcomes in HGSOC patients. Thus, *Brca1* loss is sufficient to predispose ovarian cancer cells to induction of a chemotherapy-induced senescence program that appears associated with improved outcomes in patients.

### Cisplatin Treatment Leads to a cGas/STING-Dependent Infiltration of T and Natural Killer (NK) Cells in HR-Deficient Tumors.

*Ccl5*, *Cxcl10*, and *Il6* are immune modulatory cytokines and members of the Interferon Stimulated Genes (ISG) family that act downstream of cGAS/STING signaling (52) and are often associated with the SASP (53, 54). cGAS is an intracellular innate immune sensor of cytosolic double-stranded DNA (55) that can be activated by nucleic acids present in micronuclei and can increase in cells with rampant genome instability (56). Breast and ovarian cancers harboring *BRCA* mutations have been shown to harbor high levels of micronuclei and cGas/STING activity (57, 58). In agreement, cultured MPB1 tumor cells displayed a trend toward more micronuclei than MP tumor cells, a difference that was exacerbated following cisplatin treatment (Fig. 4*A*). A similar increase was seen in DNA damage as evaluated by γH2AX staining (Fig. 4*B*). These effects correlated with a genotype-specific difference in immune infiltrates of transplanted tumors following cisplatin therapy. Specifically, MPB1 tumors showed a substantial increase in T and NK cells (Fig. 4 *C* and *D*) and a marked reduction of M2-like macrophages compared to MP controls (*SI Appendix*, Fig. S4 *A*–*C*).

**Fig. 4.**
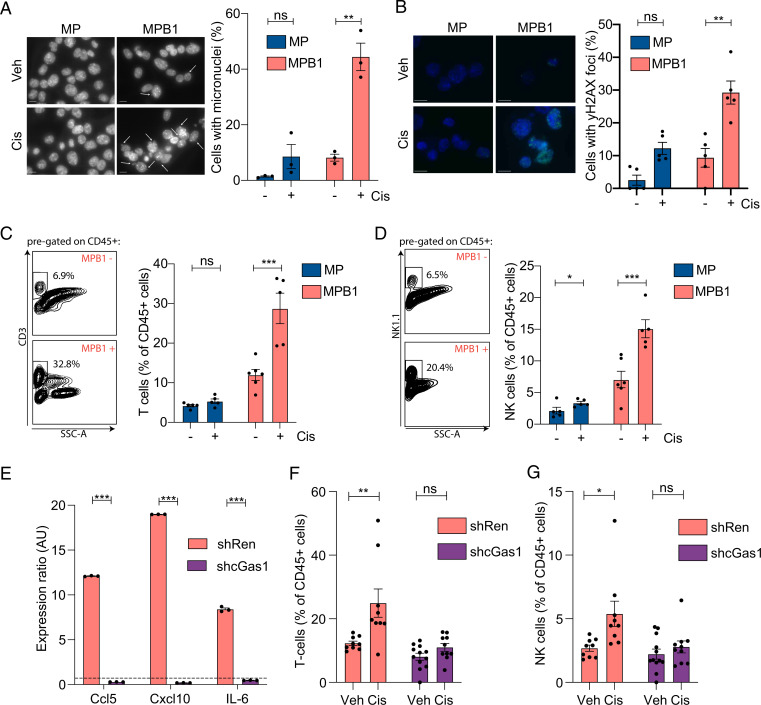
Cisplatin treatment leads to a cGas/STING-dependent infiltration of T and NK cells in HR-deficient tumors. (*A*) Micronuclei staining of MP or MPB1 cell lines treated with cisplatin. Cell nuclei were stained with DAPI (gray) (*n* = 3 independent cell lines per genotype). (Scale bar, 20 µm.) (*B*) γH2AX staining (green) of MP or MPB1 cell lines treated with cisplatin. Cell nuclei were stained with DAPI (blue) (*n* = 5). (Scale bar, 20 µm.) (*C* and *D*) Representative flow cytometry plots (*Left*) and quantification (*Right*) of T cell (*C*) or NK cell (*D*) infiltration in subcutaneously transplanted ovarian tumors after treatment with two cycles of cisplatin (*n* = 5 to 6 mice per group). (*E*) RT-qPCR analysis of *Ccl5*, *Cxcl10*, and *Il6* in cell lines containing control Renilla (shRen) or cGas shRNAs (shcGas). Expression ratio of cisplatin treated relative to vehicle treated is shown (*n* = 3). (*F* and *G*) Flow cytometry analysis of T (*F*) and NK (*G*) cell infiltration in subcutaneously transplanted MPB1 ovarian tumors containing control Renilla or cGas shRNAs after treatment with two cycles of cisplatin (*n* = 8 to 12 mice per group). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ns: not significant; mean ± SEM; analyses performed using unpaired *t* test (*A*–*G*).

To test whether the cGas/STING pathway contributed to the observed genotype-specific effects on drug responses, we generated two independent shRNAs capable of suppressing cGas expression (*SI Appendix*, Fig. S4*D*), transduced these into MPB1 tumor cells, and examined their impact on senescence and tumor phenotypes following cisplatin treatment. While cGAS suppression did not prevent drug-induced proliferative arrest or the appearance of senescence markers (*SI Appendix*, Fig. S4 *E*–*G*), it substantially reduced *Ccl5,* *Cxcl10,* and* Il6* expression (Fig. 4*E* and *SI Appendix*, Fig. S4*H*). In vivo, cGas/STING suppression blunted the therapy-induced accumulation of T and NK cells in transplanted MPB1 tumors (Fig. 4 *F* and *G*), while having no effect on myeloid cell infiltration (*SI Appendix*, Fig. S4 *I*–*K*). These data are consistent with a model whereby preferential induction of cisplatin-induced senescence in *Brca1*-deficient tumor cells contributes to cGas/STING activation and the establishment of a proinflammatory TME.

### *Brca1* Loss Sensitizes Tumors to Chemo and ICB Combination Therapy.

Tumors displaying an inflamed microenvironment often up-regulate molecules that blunt antitumor immunity, a phenomenon that can also occur following cisplatin treatment (59, 60). Accordingly, cisplatin treatment induced cell surface expression of the immune checkpoint molecule PD-L1 on immune and tumor cells in MBP1 (but not MP) tumors (*SI Appendix*, Fig. S5 *A* and *B*). In patients and in a range of preclinical models, such a scenario often predicts increased tumor sensitivity to ICB (61). Accordingly, treatment outcomes were examined in MP or MPB1 EPO-GEMMs or mice harboring syngeneic subcutaneous or i.p. tumors generated by transplantation of EPO-GEMM–derived tumor cells. Of note, the i.p. context mimics the clinically relevant context of disseminated disease after surgical resection of the primary tumor.

In line with recent findings showing HGSOC patients receive little if any clinical benefit from ICB monotherapy (12), neither MP nor MPB1 tumors showed appreciable responses to anti–PD-1 therapy. In contrast, MPB1 tumors responded more effectively to cisplatin and anti–PD-1 combination therapy compared to MP tumors, in all three tumor settings (Fig. 5 *A* and *B* and *SI Appendix*, Fig. S5 *C*–*F*). This increased responsiveness was associated with an increase in the number of tumor-infiltrating CD8^+^ T cells that expressed the activation marker Granzyme B (Fig. 5*C*). Interestingly, cGas suppression in *Brca1*-deficient tumors curtailed the responsiveness to combination therapy, but not single chemotherapy treatment, resulting in reduced clearance of senescent cells (Fig. 5 *D* and *E*). These data demonstrate that chemo- and immunotherapy uniquely synergize in *Brca1*-deficient EPO-GEMM tumors, whereas cGas/STING activation plays an important role in immune cell recruitment and clearance of senescent cells but is not necessarily required for primary chemotherapy response.

**Fig. 5.**
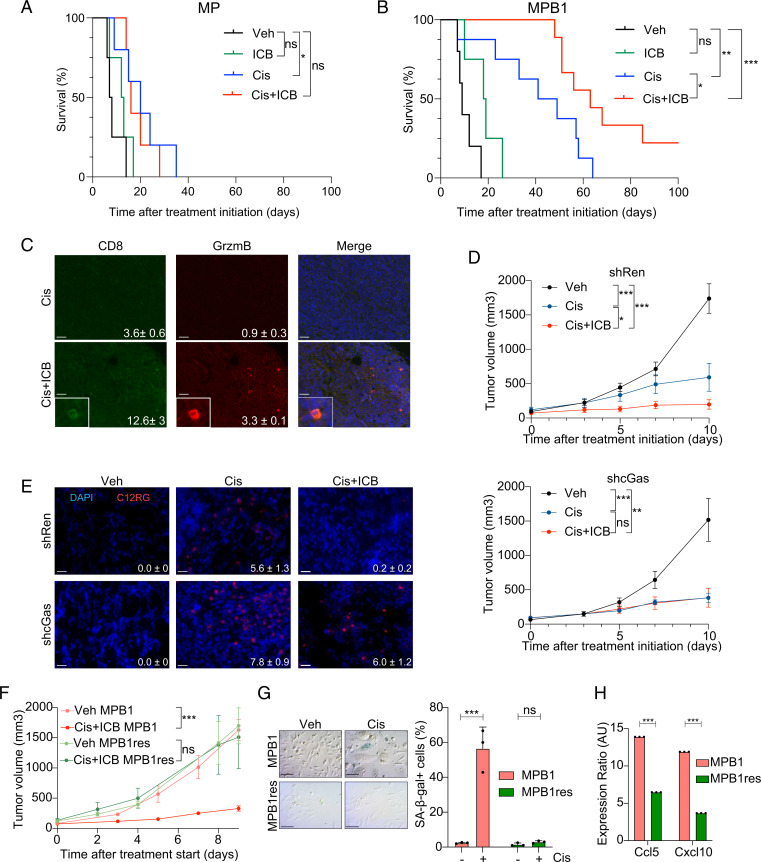
*Brca1* loss sensitizes tumors to chemo and ICB combination therapy. (*A* and *B*) Kaplan–Meier survival curve of MP (*A*) or MPB1 (*B*) EPO-GEMM mice treated with the indicated drugs. Treatment was initiated after tumors were detected by abdominal palpation (*n* = 4 to 9 mice per group). (*C*) Representative IF staining and quantification (mean number of cells per field ± SEM, *P* ≤ 0.05) of subcutaneously transplanted MPB1 ovarian tumors treated with indicated treatments (*n* = 5 fields for two independent tumors). (Scale bar, 20 µm.) (*D*) Tumor growth over time of transplanted MPB1 cell lines containing control Renilla (shRen, *Top*) or cGas shRNAs (shcGas, *Bottom*) with vehicle, cisplatin, or cisplatin + ICB (*n* = 5 to 6 mice per group). (*E*) Staining and quantification of C12RG, a fluorogenic substrate for SA-β-gal activity, in tumors treated as in *D* (*n* = 3). (Scale bar, 20 µm.) (*F*) Tumor growth of transplanted MPB1 or resistant MPB1 (MPB1_res) cell lines treated with vehicle or cisplatin + ICB (*n* = 5 to 6 mice per group). (*G*) SA-β-gal staining (*Left*) and quantification (*Right*) of MPB1 or MPB1_res cell lines treated with vehicle or cisplatin for 6 d (*n* = 3). (Scale bar, 50 µm.) (*H*) RT-qPCR analysis of *Ccl5* and *Cxcl10* in MPB1 or MPB1_res cell lines (*n* = 3 technical replicates). Expression ratio of cisplatin treated relative to vehicle treated is shown. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ns: not significant; mean ± SEM; analyses performed using log-rank test (*A* and *B*), unpaired *t* test (*C* and *E*–*H*), and one-way ANOVA (*D*).

While many ovarian cancer patients initially respond to treatment, most patients eventually develop resistance. To study the process of disease relapse in previously responding tumors, we generated a cell line from a *Brca1*-mutant EPO-GEMM tumor that progressed following treatment with cisplatin and anti–PD-1 antibody and tested responsiveness to cisplatin therapy in vitro and to cisplatin and anti–PD-1 combination therapy in vivo following subcutaneous injection into syngeneic recipients. Interestingly, tumors formed by these cells did not respond to the combination of cisplatin and ICB in vivo (Fig. 5*F*), an effect that correlated with a reduced propensity to undergo senescence (Fig. 5*G*) and induce SASP (Fig. 5*H*). While loss of 53BP1 can restore error-free DNA repair in *Brca1*-mutant cells (62), 53BP1 foci were still induced upon cisplatin treatment (*SI Appendix*, Fig. S5*G*) implying that this mechanism is not responsible for therapy resistance in our system. These data underscore the role of therapy-induced senescence as a mediator of response and resistance to platinum-based chemotherapy in HR-deficient ovarian cancer and its potential to sensitize these tumors to ICB.

## Discussion

HGSOC is a genetically unique tumor type that almost uniformly develops resistance to conventional, targeted, and immune therapies. In this study, we produced a flexible nongermline-based mouse model that recapitulates the genetic, histological, and molecular features of human HGSOC. We illustrate its use for studying genetic interactions during tumorigenesis and exploring molecular mechanisms that dictate treatment response. Our results add to previous work showing that HR defects can produce distinct tumor phenotypes and vulnerabilities (63, 64), and link a chemotherapy-induced senescence program to therapeutic outcome.

We believe that the EPO-GEMM approach described herein provides a platform that will revolutionize preclinical HGSOC research. While traditional germline models offer similar capabilities, they are simply too time consuming and asynchronous to be a workhorse system. By contrast, the EPO-GEMM approach enables the production of autochthonous tumors in immunocompetent mice that naturally disseminate, enabling the relatively synchronous production of cohorts of tumor-bearing mice simply from a set of plasmids and commercially available immunocompetent WT mice. While the use of lineage-specific Cas9 or CRE transgenes allows for the control of the cell of origin, electroporation of the ovary and fallopian tube of WT mice produces epithelial tumors that resemble human HGSOC, similar to what was observed in cell line studies (28). As such, the approach can be applied to any strain of recipient mice, enabling the study of the influence of host factors on tumor trajectories.

Our study is complementary to a recent report that also used tissue electroporation to generate immune-competent ovarian cancer models (65). While the methods used in both studies are conceptually similar, they differ in the choice of oncogenic lesions, latency, and spontaneous metastatic spread in WT hosts. Furthermore, our study incorporates transgene vectors for oncogene expression and confirms that the resulting tumors are of epithelial origin and display molecular similarities to the human disease. By incorporating *MYC* overexpression and *Brca1* disruption into the platform, we substantially accelerate tumor onset and enable modeling of clinically important HR-deficient tumors. Collectively, these approaches provide a powerful orthogonal system to ovarian cancer models produced from tumor-derived cell or organoid lines (15–19, 66–68).

Our results implicate a cellular senescence program as an important component of response and resistance in HGSOC. Previous work suggests that senescence-inducing therapeutics can stimulate a SASP-dependent remodeling of the TME that, in some instances, leads to senescent cell clearance or sensitizes tumor cells to immune recognition following checkpoint blockade (44, 45). By contrast, in other settings, treatment-associated SASP programs can stimulate tumor relapse and dissemination (69). Herein, we show that the ability of cisplatin or taxol to induce senescence in ovarian cancer cells depends on tumor genotype, being substantially more pronounced following treatment of *Brca1*-deficient (compared to *Brca1*-proficient) ovarian tumors. In turn, this leads to an increase in micronuclei and a cGas/STING-mediated SASP that alters immune cell infiltrates and sensitizes the *Brca1*-deficient tumors to ICB.

Consistent with the importance of the senescence program in therapy response, senescence signatures can be detected in posttreatment samples from HGSOC patients. Moreover, tumors derived from a *Brca1*-deficient cancer that progressed on treatment lose their ability to induce senescence and SASP upon cisplatin treatment, leading to resistance to cisplatin in combination with ICB. Interestingly, the increased propensity of *Brca1*-deficient tumors to undergo senescence and/or activate the cGas/STING pathway appears to extend to other agents, as *Brca1*-deficient models of breast and ovarian cancer treated with PARP inhibitors or, as shown here, taxol show similar behaviors (70–74). As such, senescence induction may underlie the improved response of HR-deficient tumors to genome destabilizing therapies in the clinic.

In our system, the SASP program triggered by cisplatin therapy in *Brca1*-deficient ovarian tumors was limited to *Ccl5*, *Cxcl10*, and *Il6* of the factors examined. cGas suppression efficiently suppressed SASP induction and sensitization to ICB following cisplatin treatment yet had no effect on treatment outcomes following cisplatin monotherapy. This implies that SASP is sufficient to sensitize tumor cells to ICB and, in agreement, injection of SASP-activated tumor cells sensitizes an immunologically cold murine ovarian model to ICB (75), whereas CCL5 suppression in another model attenuates T cell inflammation (73). While it remains possible that senescence and cGas/STING-dependent cytokine induction are parallel processes, they imply that potent antitumor responses require both cell-intrinsic senescence induction and TME modulation.

Although HR deficiency can increase tumor immunogenicity (76), *BRCA1/2* mutations have no effect on the response to ICB monotherapy in HGSOC patients (6, 7, 12). Our model recapitulates these findings: *Brca1*-deficient tumors displayed an increase in immune infiltration pretreatment yet are nonresponsive to ICB. By contrast, our results imply that frontline chemotherapy or PARP inhibitors should sensitize HR-deficient tumors to checkpoint blockade, yet clinical trials to date fail to validate such hypersensitivities as universally operative in patients (77–80). Instead, these trials identify tumor positivity for PD-L1 and CD8 expression—features of the *Brca1*-deficient tumors studied herein—as biomarkers of a combinatorial response (81). It seems likely that the disparate outcomes between the human and animal studies reflect the longer course of tumor evolution in patients, which may further degrade components of the senescence machinery. Accordingly, we see that *Brca1*-deficient tumor cells that acquire senescence defects are nonresponsive to the chemotherapy/ICB combination. Future studies incorporating the flexible features of the EPO-GEMM approach will enable the further dissection of mechanisms that dictate ovarian cancer response and resistance and, more broadly, expedite investigation of other clinically relevant aspects of this disease.

## Materials and Methods

Below is an abbreviated summary of the materials and methods used. More details can be found in *SI Appendix*, *Supplementary Methods*.

### Generation of EPO-GEMMs.

The 8- to 12-wk-old WT C57BL/6, or transgenic CK8-CreER;LSL-Cas9-IRES-GFP female mice, were anesthetized with isofluorane, and the surgical site was scrubbed with a povidone-iodine scrub (Betadine) and rinsed with 70% alcohol. The target organ was accessed from the left flank, as this allowed for the more readily stabilization of the organ for electroporation than accessing it from the back. After opening the skin and peritoneum, the left ovary and oviduct were exteriorized. A total of 25 μL of a plasmid mix (details in *SI Appendix*, Table S1) was injected under the ovarian bursa using a 30-gauge syringe, which led to the formation of a round, liquid-containing bubble. Tweezer electrodes were tightly placed around this “injection bubble.” Two poring pulses of electrical current (50 V) given for 30-ms lengths at 450-ms intervals and five transfer pulses (60 V, 50-ms length, 450-ms intervals) were then applied using an in vivo electroporator (NEPAGENE NEPA21 type II electroporator) (22). After successful electroporation, the peritoneal cavity was rinsed with 500 µL of prewarmed saline. Then, the peritoneal cavity was sutured, and skin staples were used to close the skin. Until they awoke, mice were kept at 37 °C, and postsurgery pain management was done with buprenorphine injections for 3 d. Tumor formation was assessed by abdominal palpation and ultrasound imaging. Tumors were isolated at a humane endpoint.

### Characterization of EPO-GEMM Tumors.

Histopathological features of EPO-GEMM primary tumors and metastases were assessed by a trained veterinary pathologist (J.E.W.) and their relationship to human HGSOC was determined by immunohistochemistry for relevant markers and through bulk RNA sequencing of tumor tissue. Tumors were shown to harbor intended lesions using Sanger sequencing of the CRISPR-Cas9–induced scar and immunoblotting for MYC. Tumor clonality was analyzed using next-generation DNA sequencing of the *Trp53* amplicon and sparse whole-genome sequencing was used to characterize CNAs (32, 82). Flow cytometry was performed to evaluate tumor immune infiltration.

### EPO-GEMM Cell Line Generation.

For cell line generation, a tumor piece was minced with a razorblade into small pieces, placed in 5 mL of prewarmed collagenase V buffer (1 µg/mL, Sigma-Aldrich), and incubated at 37 °C for 30 min. Dissociated tissue was washed once with phosphate buffered saline, filtered through a 70-µm cell strainer and centrifuged at 1,500 rpm for 5 min. Cells were plated on 10-cm culture dishes coated with 100 µg/mL collagen (PureCol 5005; Advanced Biomatrix). Primary cultures were passaged at least three times to remove fibroblast contamination. All ovarian cancer cell lines were maintained in a humidified incubator at 37 °C with 5% CO_2_ and grown in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum and 100 IU/mL penicillin/streptomycin. All cell lines used in this study tested negative for *Mycoplasma*. Cell lines were validated to carry the correct genotype and to have tumor-initiating capabilities following subcutaneous and i.p. injection. Multiple tumor-derived cell lines were confirmed to produce consistent treatment response patterns in vitro.

### Characterization of Cellular Senescence and cGas/STING Response.

Assays to evaluate cellular senescence involved SA-β-gal staining (42) and replating assays after drug withdrawal. SASP profiles were assessed using murine cytokine arrays (Eve Technologies) and RT-qPCR. Micronuclei were visualized and quantified by nuclear DAPI staining. The DNA-damage response was determined using IF for 53BP1, γH2AX, and Rad51 (18). The role of the cGas/STING pathway was assessed by transducing cells with two independent cGas shRNAs validated for knockdown and compared to a well-established control shRNA.

### Human Cell Line and Tumor Analyses.

UWB1.289, UWB.289 + BRCA1, MDA-MB-231, and MDA-MB-436 cell lines were purchased from American Type Culture Collection and cultured according to instructions. CBioPortal.org was used to plot the frequency of mutations, amplifications, and/or deletions in genes of interest in HGSOC patients from various datasets. To evaluate senescence signatures in human tumor samples, senescence signatures were derived from KEGG and previously published works (44, 83). TPMs (transcripts per million) normalized expression data were used to calculate geometric mean score as the senescence signature scores.

### Statistics.

Statistical analyses were performed using Prism 6 software (GraphPad Software) as described in the figure legends. Statistically significant differences (*P* < 0.05) are indicated with asterisks, accompanied by *P* values in the legends. Statistical significance was determined by Student’s *t* test, one-way ANOVA, log-rank test, Pearson’s correlation, or Wilcoxon signed-rank test. Survival was measured using the Kaplan–Meier method. Error bars indicate SEM. Unless otherwise stated, the indicated sample size (*n*) represents biological replicates. All samples that met proper experimental conditions were included in the analysis.

## Supplementary Material

Supplementary File

## Data Availability

RNA-sequencing data have been deposited in Gene Expression Omnibus (GSE181651).

How the deposited data were processed for this re-analysis (not part of the article)

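Bulk RNA of 10 MP EPO-GEMM tumors and 3 WT mouse ovaries was compared. The authors deposited one table of TPM values with a row per gene and a column per library, together with each gene's identifier, start, end and length. Replicates were not pooled. The labels describe adaptor trimming with Trimmomatic, alignment with STAR to a human build, HTSeq counting and RPKM, while the deposited table is named for featureCounts and holds TPM of mouse genes that mostly carry the coordinates of GENCODE release 21, so the build, the counter and the unit were taken from the table. The paper's text does not name a gene-level test or the program behind its enrichment scores, and its supplementary methods were not used here. Samples were matched to columns by the label's description, which equals the column name, and 0 columns of other samples were left unused.

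TPM sums to 1000000 in each library, so a gene's TPM falls when others take a larger share. Depth was worked back from the smallest step of TPM times length. Depth limits low values most in the MP tumors, where 1 read in a gene of 1 kb was worth up to 0.790 TPM. Intervals for counting error were not computed. Pairs of libraries of 1 condition differed by more than sampling noise, with a chi-square statistic per degree of freedom between 28.4 and 103 for WT ovaries and between 50.5 and 657 for MP tumors, so none was counted as a repeat of another.

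Values were tested as log2(TPM + 1) in genes with a TPM of at least 1 in at least 3 libraries, with limma 3.58.1 (trended and robust) in R 4.3.3, comparing all 10 MP tumors with the 3 WT ovaries without a covariate, and P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene sets of 10 to 500 genes were tested with fgsea 1.28.0, started with 10000 simple permutations. The sets are lists written by hand from general knowledge of each pathway before the data were examined, and are not the Hallmark or KEGG files. A fit gave no NES for a set when too few random lists had its sign. Set scores, cell type scores and chromosome medians were compared by exact permutation tests, 2-sided, over all ways to choose 3 of the 13 libraries. Random lists of the same size matched on mean expression (10000 of them) were used for the p53 targets. Named genes were chosen by a rule set before the data were examined. It takes every gene the paper names that bears on these samples, the 5 largest changes in each direction among genes past the threshold with a mean TPM of at least 10 and no overlap between groups, and the 3 genes with the largest moderated statistic in each set. The paper's Cgas and Sting1 are listed in the table under the symbols Mb21d1 and Tmem173. Genes sharing reads with pseudogenes, as many ribosomal protein genes do, are uncertain where the counting split them.

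Replicate numbers pair WT ovaries 1 to 3 with MP tumors 1 to 3 in the labels, but these are different animals. The alternatives set before the data were examined varied the pseudocount, the filter on low values, the scaling, the batch, the block on replicate number, single libraries, the limma options, the ranking and the gene sets. A further 6 were chosen after a first look at the values: voom on the recovered reads, thinning to equal depth, protein-coding genes only, removal of trends with gene length, removal of trends with length and GC content, and centring of chromosome medians.

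The scripts were tested on simulated data. Of 200 genes changed by a known factor among 17277, limma recovered 195 (97.5%), all with the right sign, and called 10 unchanged genes. Of 17 sets of random genes, fgsea called 0. The score test gave 3 of them an adjusted P value under 0.05, of which 1 held changed genes, so the score test made false calls there. In 15 further simulations with 255 random sets, the score test gave 11 sets an unadjusted P value under 0.05 when no gene was changed and 23 when genes were changed, and 0 passed adjustment. fgsea called 1 of 255 in each case. Every simulation drew genes independently and without sequencing batches. In the 13 libraries, the correlation between genes of a set, estimated by limma's camera, ranged from 0.269 (DNA repair) to 0.561 (UV response down). The simulations therefore cannot show how often fgsea calls sets whose genes vary together.

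Figures were drawn with matplotlib 3.10.9, and tables were read with pandas 2.3.3 in Python 3.11.15.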

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

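The tests of depth, gene length and GC content and the counts of other splits for gene sets and for batches were chosen after a first look at the values. In 125 measures, each MP tumor was set against the other 9, and 10 values lay far from the rest (a gap to the nearest tumor larger than expected in 1 of 20 groups). By chance 6.25 such values would be seen, so single values below weigh little.

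In the library labelled MP tumor 2, the 10 genes with the largest TPM took 55.1% of the total, against at most 20.6% in the other tumors. Mitochondrial genes took 15.4%, its DNA repair score was -1.39 and its adipogenesis score was -1.56, each far from the other tumors. Among those 10 genes, looked up after the value was seen, CT010467.1 took 20.9% and the mitochondrial ribosomal RNAs mt-Rnr2 and mt-Rnr1 took 7.13% and 6.35%, against at most 0.565% and 0.694% in the other tumors. Because TPM is a share, such genes press every other value of the library down. Median-of-ratios scaling, which removes a common factor, left 9 of the 9 higher sets with a positive NES past the threshold. An NES sets the genes of a list against all other genes, weighted by their moderated statistics, and a common factor shifts both. The scaling did move it, from 5.06 to 4.14 for ribosome. This scaling by itself cannot decide whether a few genes taking most of the TPM account for the sets. Without MP tumor 2, 9 of the 9 higher sets kept a positive NES past the threshold, so the dominant genes of this library do not account for them. Whether they account for the scores of MP tumor 2 itself was not tested, and no biological explanation was tested.

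In the library labelled MP tumor 10, Trp53 was at 187 TPM, while the other 9 tumors were between 4.30 and 26.0 TPM. The RNA level does not show whether the gene was edited. No explanation was tested on this library alone. Lhcgr was at 5.79 TPM in the same library, against at most 0.768 TPM in the other tumors.

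In MP tumor 9, Muc16 was at 3.30 TPM and Pax8 at 23.2 TPM. Both are HGSOC markers that the paper reports by histology. In MP tumor 5, Fshr was at 1.52 TPM and Mapk10 at 0.639 TPM. MP tumor 5 had the fewest reads of all libraries, and 1 read in a gene of 1 kb was worth 0.790 TPM there, so values this low rest on few reads. For these tumors no explanation was tested.

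MP tumors of batch 1 differed from MP tumors of batches 2 and 3 in 5418 genes at an adjusted P value under 0.05 (limma), of which 223 were higher and 5195 lower in batch 1. Of 100 splits of the 10 tumors into 3 and 7, drawn with the real one included, 1 gave as many genes, the real one. All tumors are of the same condition, so a difference in the condition is not an explanation. With the trend of each library with gene length removed, 3007 genes differed (1592 higher and 1415 lower in batch 1), and with equal depth 5254 did. Removing the length trend also removes a shift of the whole library. Quantile normalization, which left a correlation of -0.324 between log2 fold change and log2 length, gave 3050 genes (1651 higher and 1399 lower in batch 1), so the fall with length removed does not point to length. Equal depth changed the number little. RNA quality, which could also lower long genes, was not tested. Median-of-ratios scaling gave 4062 genes (1831 higher and 2231 lower), and length and GC trends removed 2020 (1035 higher and 985 lower), so that nearly all genes being lower in batch 1 was not kept under these settings. Because every WT ovary is in batch 1, the comparison of all tumors with WT ovaries holds this difference in it.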

How the results depend on the processing

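Settings described as added were chosen after seeing the values; the others were set before the data were examined. Values in parentheses are those under the setting named. The threshold is an adjusted P value under 0.05, from fgsea for NES, from exact permutation tests for scores and from limma for genes. The cause of each change was not tested. Where values existed, the NES of the 17 hand-written lists kept the sign of the first comparison in every setting, and with Reactome sets in their place the NES of p53 pathway changed sign; among scores, those of G2M checkpoint, DNA repair, spliceosome and base excision repair changed sign in some settings. The NES ranged from 3.65 to 4.82 for the hand-written list of E2F targets over 20 fits, from 3.38 to 5.35 for that of ribosome over 26 fits and from -1.74 to -1.02 for that of p53 pathway over 29 fits. Ribosome scores ranged from 1.37 to 1.86 and were higher in every setting. An NES was missing in 44 cases over 9 settings, among them 8 within batch 1, 7 with the batch covariate and 5 when genes were ranked by log2 fold change. The 8 within batch 1 are all of the 9 higher sets but base excision repair, so the sign of their NES there was not tested, and the scores of 3 of them changed sign there. edgeR and DESeq2, set for a table of counts, were not run because the deposited table holds TPM.

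With median-of-ratios scaling, which moved the median log2 fold change of all genes by 0.36, 1077 genes were higher (31.1% of the calls, against 15.0%) and 2381 were lower. Without this scaling 0 set scores passed the threshold (10 had an unadjusted P value under 0.05), and with it those past the threshold were E2F targets (1.44), MYC targets (1.278), MYC targets V2 (1.54), G2M checkpoint (1.03), DNA repair (0.486), TNFa signaling via NF-kB (-0.659), Inflammatory response (-0.800), p53 pathway (-0.595), UV response down (-0.920), Adipogenesis (-0.394), Ribosome (1.48), Spliceosome (0.910), Base excision repair (1.06), Neuroactive ligand receptor interaction (-0.926), Cytokine-cytokine receptor interaction (-0.662) and Focal adhesion (-0.889). Cell type scores no longer past it were Leukocytes (-0.893), B cells (-0.673) and Epithelial cells (-0.808). The log2 fold changes of Mb21d1 (0.28) and Cd274 (0.15) changed sign.

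With quantile normalization, which moved that median by 0.66, 1904 genes were higher (47.7% of the calls) and 2091 were lower, and 3050 genes differed between the tumor batches. Scores newly past the threshold were E2F targets (1.56), MYC targets (1.19), MYC targets V2 (1.62), G2M checkpoint (1.17), DNA repair (0.596), TNFa signaling via NF-kB (-0.421), Inflammatory response (-0.512), p53 pathway (-0.410), UV response down (-0.730), Adipogenesis (-0.441), Ribosome (1.55), Spliceosome (0.881), Base excision repair (1.284), Neuroactive ligand receptor interaction (-0.573), Cytokine-cytokine receptor interaction (-0.357) and Focal adhesion (-0.780). The NES of Oxidative phosphorylation was 1.29 (adjusted P = 0.0592, in a range over all fits of 1.26e-10 to 0.0592). Sign changes were in Cxcl10 (0.0498), Mb21d1 (0.73) and Cd274 (0.68).

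Within batch 1, 1112 genes were higher and 9902 lower. An NES no longer past the threshold was found for Adipogenesis (-0.836), Base excision repair (1.27), TNFa signaling via NF-kB (-1.14) and p53 pathway (-1.02). Score differences moved by more than the spread between replicates for TNFa signaling via NF-kB (-1.52), Inflammatory response (-1.62), p53 pathway (-1.48), UV response down (-1.96), Adipogenesis (-1.25), Neuroactive ligand receptor interaction (-1.60) and Focal adhesion (-1.90), and changed sign for G2M checkpoint (-0.142), DNA repair (-0.362), Spliceosome (-0.265) and Base excision repair (-0.167). In each gene set whose score changed sign, only MP tumor 2 of the batch 1 tumors was below the WT mean. The cell type scores of Endothelial cells (-2.33) and Neutrophils (-0.151) moved, the last with a change of sign, and the p53 direct targets were at -1.53. Brca1 (-0.0948) and Mki67 (-1.06) changed sign, both above the median of -1.19 over all genes in this setting. The smallest P that 3 against 3 allow is 0.1.

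With sequencing batch as a covariate, 894 genes were higher and 8534 lower. The NES of Adipogenesis (-1.11), Cytokine-cytokine receptor interaction (-1.15) and p53 pathway (-1.16) no longer passed the threshold. Brca1 (-0.0948) and Mki67 (-1.06) changed sign as within batch 1.

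With the replicate number as a block in batch 1, 1095 genes were higher and 9838 lower. Same-numbered libraries come from different animals, and their deviations were unrelated across genes (correlations of -0.0963, -0.0214 and 0.00118, mean -0.0388), so a call that is lost with the block is not to be read as a smaller effect. NES under the block were Adipogenesis (-0.947), Base excision repair (1.32) and p53 pathway (-1.11). Score differences and the log2 fold changes of Brca1 (-0.0948) and Mki67 (-1.06) equal those within batch 1, including TNFa signaling via NF-kB (-1.52), Inflammatory response (-1.62), p53 pathway (-1.48), UV response down (-1.96), Adipogenesis (-1.25), Neuroactive ligand receptor interaction (-1.60) and Focal adhesion (-1.90), and with a change of sign G2M checkpoint (-0.142), DNA repair (-0.362), Spliceosome (-0.265) and Base excision repair (-0.167).

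The filter of a mean TPM of at least 5 gave 368 higher and 1145 lower genes (24.3% higher), and a pseudocount of 0.1 gave 421 and 1752. Testing without a filter gave 376 and 3631. With the pseudocount of 0.1, cell type scores no longer past the threshold were Leukocytes (-1.07), B cells (-0.891) and Epithelial cells (-0.913). limma without trend or robust fitting gave 445 and 2527 genes, and a fold change of at least 2 gave 416 and 2398.

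In fits that each left out 1 of the 13 libraries, the number of higher genes ranged from 94 to 635 and that of lower genes from 1158 to 3264, with the fewest higher genes without WT replicate 3. The NES ranged from -1.38 to -1.22 for Adipogenesis and from -1.36 to -1.20 for p53 pathway. Score differences ranged for Adipogenesis from -0.739 to -0.541, Cytokine-cytokine receptor interaction from -0.928 to -0.743, DNA repair from -0.00282 to 0.202, E2F targets from 0.830 to 1.17, Focal adhesion from -1.12 to -0.890, Inflammatory response from -1.08 to -0.856, MYC targets from 0.720 to 0.984, MYC targets V2 from 0.985 to 1.23, Neuroactive ligand receptor interaction from -1.13 to -0.968, Ribosome from 1.37 to 1.57, TNFa signaling via NF-kB from -0.969 to -0.751, UV response down from -1.16 to -0.934, p53 pathway from -0.884 to -0.684. The log2 fold change of Mb21d1 ranged from -0.20 to 0.13.

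limma's camera, which allows for correlation between genes, gave no set an adjusted P value under 0.05. Its values ranged from 0.297 to 0.713 over the 17 sets. They were 0.297 for E2F targets, MYC targets, MYC targets V2 and Ribosome, 0.534 for G2M checkpoint and Base excision repair, and 0.542 for DNA repair, Neuroactive ligand receptor interaction, Oxidative phosphorylation and Spliceosome. They were 0.612 for TNFa signaling via NF-kB, Inflammatory response, UV response down, Cytokine-cytokine receptor interaction and Focal adhesion, 0.655 for p53 pathway and 0.713 for Adipogenesis. Without genes shared between sets, the NES of Cytokine-cytokine receptor interaction (-1.33), DNA repair (1.19) and p53 pathway (-1.25) no longer passed. Among Reactome sets, 854 of 862 gave a value, and 199 were higher and 128 lower. With Reactome sets, the NES of p53 pathway was 0.916, the opposite sign (adjusted P = 0.656).

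An added fit of limma-voom on the recovered reads gave 2712 higher genes (47.0% of the calls) and 3058 lower. Scores past the threshold were E2F targets (1.54), MYC targets (1.39), MYC targets V2 (1.61), G2M checkpoint (1.18), DNA repair (0.700), TNFa signaling via NF-kB (-0.473), Inflammatory response (-0.640), p53 pathway (-0.398), UV response down (-0.753), Ribosome (1.49), Spliceosome (1.11), Base excision repair (1.22), Neuroactive ligand receptor interaction (-0.792), Cytokine-cytokine receptor interaction (-0.508) and Focal adhesion (-0.722). The NES of Adipogenesis was -1.30 (adjusted P = 0.0530). Sign changes were in Myc (0.0445), Mb21d1 (0.58) and Cd274 (0.30).

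With the trend of each library with gene length removed, also added, 1925 genes were higher (53.0% of the calls) and 1708 lower, and 3007 differed between tumor batches. Scores past the threshold were E2F targets (1.60), MYC targets (1.46), MYC targets V2 (1.61), G2M checkpoint (1.33), DNA repair (0.724), TNFa signaling via NF-kB (-0.406), Inflammatory response (-0.497), p53 pathway (-0.306), UV response down (-0.527), Ribosome (1.62), Spliceosome (1.19), Base excision repair (1.24), Neuroactive ligand receptor interaction (-0.474) and Focal adhesion (-0.527). The log2 fold changes of Mb21d1 (0.71) and Cd274 (0.50) changed sign.

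With trends in length and GC content removed, also added, 2094 genes were higher (53.4% of the calls) and 1824 lower, and 2020 differed between tumor batches. Scores past the threshold were E2F targets (1.63), MYC targets (1.48), MYC targets V2 (1.65), G2M checkpoint (1.35), DNA repair (0.751), TNFa signaling via NF-kB (-0.398), Inflammatory response (-0.507), p53 pathway (-0.289), UV response down (-0.535), Ribosome (1.62), Spliceosome (1.20), Base excision repair (1.29), Neuroactive ligand receptor interaction (-0.477) and Focal adhesion (-0.517). The log2 fold changes of Myc (0.0431), Mb21d1 (0.67) and Cd274 (0.39) changed sign.

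With protein-coding genes alone, an added setting, 620 genes were higher and 2463 lower. Scores past the threshold were E2F targets (1.17), MYC targets (1.04), MYC targets V2 (1.27), TNFa signaling via NF-kB (-0.817), Inflammatory response (-0.930), p53 pathway (-0.817), UV response down (-1.02), Adipogenesis (-0.645), Ribosome (1.57), Neuroactive ligand receptor interaction (-1.01), Cytokine-cytokine receptor interaction (-0.795) and Focal adhesion (-0.998). The NES of p53 pathway was -1.24 (adjusted P = 0.0758), and Mb21d1 (0.053) changed sign. At equal depth, added as well, 428 genes were higher and 2155 lower. Chromosome medians centred on the median chromosome of each library, also added, changed sign for chromosomes 2 (0.0276), 3 (0.118), 4 (0.00399), 7 (0.0782), 8 (0.0974), 15 (0.0888), 16 (0.108) and 17 (0.00837). The library-wide fall in MP tumors is taken out by this centring.

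Depth limits the low values of the MP tumors, of which the shallowest held 3892690 reads. Among 68 named genes, 148 values in other settings changed side or sign, 50 weaker, 71 stronger and 27 reversed, while 1680 did not.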

Differences from the paper's values

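The NES differed from the points drawn in Fig. 1G, read by eye, for all 15 sets that could be read, with the same sign for each. In the Hallmark panel, the NES of E2F targets was 4.65 against the paper's about 10, MYC targets was 4.32 against the paper's about 10, MYC targets V2 was 4.06 against the paper's about 7, G2M checkpoint was 3.62 against the paper's about 7, DNA repair was 2.03 against the paper's about 4, TNFa signaling via NF-kB was -1.45 against the paper's about -3, Inflammatory response was -1.53 against the paper's about -5 and UV response down was -1.62 against the paper's about -5. In the KEGG panel, that of Ribosome was 5.06 against the paper's about 8.3, Spliceosome was 3.03 against the paper's about 5.7, Oxidative phosphorylation was 2.18 against the paper's about 5, Base excision repair was 2.52 against the paper's about 4, Neuroactive ligand receptor interaction was -1.85 against the paper's about -3, Cytokine-cytokine receptor interaction was -1.58 against the paper's about -3 and Focal adhesion was -1.61 against the paper's about -5. None of the alternatives set before the data were examined brought the NES of any of the 15 sets within 0.5 of the reading, and neither did the fits added afterwards. The size depends on the method. The fgsea values were smaller than the reading for all 15 sets, and parametric z values (PAGE), set before the data were examined, were larger for all 15, among them 15.2 for E2F targets, 12.9 for Ribosome and -9.42 for Focal adhesion.

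The paper places the p53 pathway among the most strongly down-regulated Hallmark pathways. Here its NES was -1.28. The 17 sets run were taken from pathways drawn in Fig. 1G, so its rank among all Hallmark sets was not tested.

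The paper's points for the p53 pathway and adipogenesis could not be told apart and were not read.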

Other observations

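The tests of depth, gene length and GC content and the counts of splits for gene sets and for batches were chosen after a first look at the values. Of 100 splits of the 13 libraries into 3 and 10, drawn with the real one included, 1 gave as many genes past the threshold (2896, the real split) and 2 gave as many gene sets, a set without a value counted as past it. The number of sets separates splits poorly. The other 99 splits had a median of 9 of 17 sets past the fgsea threshold, and 12 of them had at least 16 with at most 7 genes past the threshold. Among the 8 splits that part the 3 same-numbered pairs, 2 gave as many genes and 1 gave as many sets. The second of these for genes sets MP tumors 1, 2 and 3 against the other 10 libraries and gave 6847 genes, more than the real split. It follows the sequencing batch of the tumors and was not among the 100 drawn. For the tumors of batches 2 and 3, the difference from ovaries cannot be told apart from sequencing batch with these libraries, while batch 1 holds both conditions. Across genes, the log2 fold changes of batch 1 tumors and of batch 2 and 3 tumors against the same ovaries had a correlation of 0.771, between the levels set for a batch effect and for none. Genes are not independent replicates, and both comparisons use the same ovaries. At equal depth 2583 genes passed the threshold, within 1.5 times the 2896 at full depth, so library depth did not account for the number.

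Higher expression of short genes may lower or raise whole sets. The correlation across genes of log2 fold change with log2 gene length was -0.267 for all tumors, -0.388 for batch 1 and -0.167 for batches 2 and 3. The ribosome set has a median length of 1734 bp, against 3516 bp for all genes. With the length trend removed, 9 of the 9 higher sets kept a positive NES past the threshold, as did 9 with length and GC trends removed, and 8 of the 8 lower sets kept a negative one with the length trend removed. Gene length is therefore not the whole cause of these sets, and GC content is not the whole cause of the higher ones.

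The control of this comparison is whole ovary, and 12 of 13 cell type marker lists were lower in MP tumors. Of all tested genes 69.9% had a negative log2 fold change, so a lower list alone does not show the loss of a cell type. Oocyte (-1.95), theca and luteal cell (-1.85), granulosa cell (-1.67), smooth muscle (-1.48) and T cell (-1.17) scores were lower in all 10 tumors, at the smallest P the exact permutation test can give (0.0035, adjusted P = 0.00909 over the 13 lists). Leukocyte markers were lower in 9 of 10 tumors, by -1.11 (exact permutation P = 0.0315, adjusted P = 0.0455), which is consistent with fewer leukocytes in the tumor tissue as a candidate explanation of the lower immune sets. B cell markers were lower past the threshold (-0.929, exact permutation, adjusted P = 0.0455), in a list of 4 tested genes, as few as the NK and cytotoxic cell list. Macrophage (-0.933, exact permutation, adjusted P = 0.0537) and NK and cytotoxic cell markers (-0.937, exact permutation, adjusted P = 0.106) were lower but did not pass adjustment. With median-of-ratios scaling the leukocyte score was -0.893 and no longer passed adjustment (adjusted P = 0.0808). The lower immune sets may also follow the loss of other ovarian cells, which these data cannot separate from a lower immune response within cells. Neutrophil markers were 0.135 higher (exact permutation P = 0.692). Epithelial cell markers were lower in 9 of 10 tumors, by -0.952 (exact permutation P = 0.0105, adjusted P = 0.0195). With median-of-ratios scaling the epithelial score was -0.808 and no longer passed adjustment (exact permutation, adjusted P = 0.0808).

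The list of 40 direct p53 targets had a median log2 fold change of -0.98, at percentile 9.95 of 10000 random lists matched on expression (5th to 95th percentile from -1.04 to -0.39). By the level set for this test it is not below the 5th percentile, so the fall of the p53 targets could be part of the fall of all genes, and a specific loss of p53 transcription was not shown by the list. The score of the wider p53 pathway list stayed lower where the median gene did not fall. It was -0.410 with quantile normalization (median 0.08, exact permutation, adjusted P = 0.00540). With the length trend removed it was -0.306 (median 0.07, exact permutation, adjusted P = 0.00743). Against this, its NES did not pass within batch 1 (-1.02, fgsea adjusted P = 0.485), and the nearest Reactome set had the opposite sign (0.916).

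The paper reports loss of chromosomes 10 and 12 and gain of chromosomes 1 and 2 from DNA sequencing. The median log2(TPM + 1) of genes on each chromosome, relative to WT ovaries, was lower in MP tumors on all 20 chromosomes, as the fall over all genes would give by itself. Before centring, the sign matched for the 2 reported losses and not for the 2 gains, which does not bear on copy number. Chromosome 10 was the lowest (-0.84, exact permutation P = 0.0734) and chromosome 12 at -0.76 (exact permutation P = 0.0350), and the smallest adjusted P over the chromosomes was 0.223. Centred on the median chromosome of each library, a setting added after seeing the values, the differences were -0.23 for chromosome 10, -0.15 for chromosome 12, -0.035 for chromosome 1 and 0.028 for chromosome 2, with adjusted P values of 0.485 for each. After centring, 3 of the 4 had the reported sign and 0 passed adjustment. Single tumors differed after centring. Chromosome 10 was below the WT range in 7 tumors and above it in 3, and chromosome 12 below in 7 and above in 2. Chromosome 1 was above it in 1 tumor and below in 5, and chromosome 2 above in 9 and below in 1. Chromosome 6, not among the 4, was below it in 10 tumors, and the WT range rests on 3 ovaries.

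For the markers and drivers that the paper reports by histology or protein, RNA values in MP tumors against WT ovaries were as follows. The log2 fold change was -2.37 for Krt7 (limma adjusted P = 0.0413), -1.70 for Muc16 (limma adjusted P = 0.00725), -2.26 for Wt1 (limma adjusted P = 0.248), -1.98 for Krt8 (limma adjusted P = 0.371) and 0.30 for Mki67 (limma adjusted P = 0.796). Krt7 was above the WT mean in 0 of 10 tumors, Muc16 in 1, Wt1 and Krt8 in 3 each and Mki67 in 6. With each of the 13 libraries left out in turn, the fold change of Krt7 ranged from -2.59 to -2.18, and 8 of these fits were no longer past the threshold. Within batch 1, the log2 fold change was -2.78 for Krt7 (limma adjusted P = 0.0105), -2.002 for Muc16 (limma adjusted P = 5.4e-05), -4.38 for Wt1 (limma adjusted P = 0.000146), -1.88 for Krt8 (limma adjusted P = 0.230) and -1.06 for Mki67 (limma adjusted P = 0.0391), against a median of -1.19 over all tested genes, so the value of Mki67 there is that of a typical gene. Pax8 and Il6 were below the filter on low values. Pax8 was at 23.2 TPM in MP tumor 9 and 1.57 TPM in MP tumor 5, and at most 0.0945 TPM in the other tumors. Krt8 ranged from 0.590 TPM in MP tumor 6 to 425 TPM in MP tumor 4, and was also below 1 TPM in MP tumors 3, 7 and 10. The paper reports Pax-8 by staining in all tumors it analyzed, and RNA of bulk tissue is a different measure. Myc was below the WT mean in 6 of 10 tumors. Whether reads of the MYC transposon were counted at the mouse gene is not known. Cdkn2a, at a log2 fold change of 6.55, was higher in all 10 tumors than in any ovary, and the paper's text does not name it.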
